# Comparative transcriptomics of 5 high-altitude vertebrates and their low-altitude relatives

**DOI:** 10.1093/gigascience/gix105

**Published:** 2017-11-15

**Authors:** Qianzi Tang, Yiren Gu, Xuming Zhou, Long Jin, Jiuqiang Guan, Rui Liu, Jing Li, Kereng Long, Shilin Tian, Tiandong Che, Silu Hu, Yan Liang, Xuemei Yang, Xuan Tao, Zhijun Zhong, Guosong Wang, Xiaohui Chen, Diyan Li, Jideng Ma, Xun Wang, Miaomiao Mai, An’an Jiang, Xiaolin Luo, Xuebin Lv, Vadim N Gladyshev, Xuewei Li, Mingzhou Li

**Keywords:** high-altitude vertebrates, comparative transcriptomics, gene expression, alternative splicing

## Abstract

**Background:**

Species living at high altitude are subject to strong selective pressures due to inhospitable environments (e.g., hypoxia, low temperature, high solar radiation, and lack of biological production), making these species valuable models for comparative analyses of local adaptation. Studies that have examined high-altitude adaptation have identified a vast array of rapidly evolving genes that characterize the dramatic phenotypic changes in high-altitude animals. However, how high-altitude environment shapes gene expression programs remains largely unknown.

**Findings:**

We generated a total of 910 Gb of high-quality RNA-seq data for 180 samples derived from 6 tissues of 5 agriculturally important high-altitude vertebrates (Tibetan chicken, Tibetan pig, Tibetan sheep, Tibetan goat, and yak) and their cross-fertile relatives living in geographically neighboring low-altitude regions. Of these, ∼75% reads could be aligned to their respective reference genomes, and on average ∼60% of annotated protein coding genes in each organism showed FPKM expression values greater than 0.5. We observed a general concordance in topological relationships between the nucleotide alignments and gene expression–based trees. Tissue and species accounted for markedly more variance than altitude based on either the expression or the alternative splicing patterns. Cross-species clustering analyses showed a tissue-dominated pattern of gene expression and a species-dominated pattern for alternative splicing. We also identified numerous differentially expressed genes that could potentially be involved in phenotypic divergence shaped by high-altitude adaptation.

**Conclusions:**

These data serve as a valuable resource for examining the convergence and divergence of gene expression changes between species as they adapt or acclimatize to high-altitude environments.

## Data Description

### Transcriptome sequencing

Six tissues (heart, kidney, liver, lung, skeletal muscle, and spleen) of 3 unrelated adult females for each of 5 high-altitude vertebrates and their low-altitude relatives were sampled (Fig. 1a and Supplementary Fig. S1). Animals were sacrificed humanely to ameliorate suffering. All animals and samples used in this study were collected according to the guidelines for the care and use of experimental animals established by the Ministry of Agriculture of China. We extracted total RNA, prepared libraries, and sequenced the libraries on Illumina HiSeq 2000 or 2500 platforms. We generated a total of ∼909.6 Gb of high-quality RNA-seq data for 180 samples (∼5.05 Gb per sample) of 30 individuals across 6 tissues (Supplementary Table S1).

**Figure 1:**
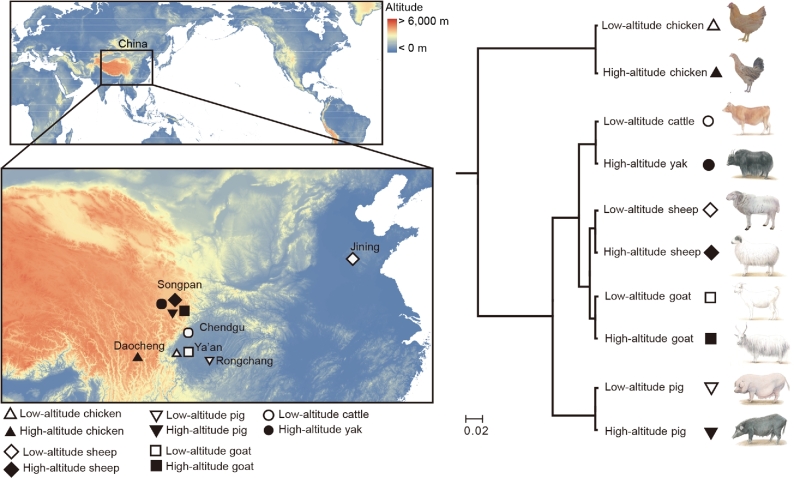
Sampling locations and nucleotide alignment-based tree. (**a**) Geographic locations of the studied animals. (**b**) A neighbor-joining tree constructed based on concatenated coding sequences of single-copy orthologues substituted by SNVs and InDels detected in each animal. We downloaded and extracted the unassembled reads from short-insert (500 bp) libraries of a single yak [1], a Tibetan pig [2], and a Rongchang pig [3] that were used for *de novo* assemblies to roughly ×10 depth coverage. We also randomly selected an individual of the cattle, low- and high-altitude chickens, a goat, and a sheep and sequenced the whole genomes at ∼×10 depth coverage.

### Whole-genome resequencing

To compare the phylogeny derived from gene expression with the phylogenetic relationships of the 5 high-altitude vertebrates and their low-altitude relatives, we constructed the phylogenetic tree based on nucleotide alignments. We extracted the unassembled reads from short-insert (500 bp) libraries of a single yak (NCBI-SRA: SRX103159 to SRX103161, and SRX103175 and SRX103176) [1], a Tibetan pig (NCBI-SRA: SRX219342) [2], and a low-altitude Rongchang pig (NCBI-SRA: SRX1544519) [3] that were used for *de novo* assemblies to roughly ×10 depth coverage. We also randomly selected an individual of the cattle, low- and high-altitude chickens, goats, and sheep and sequenced their whole genomes at ∼×10 depth coverage (NCBI-SRA: SRP096151). Genomic DNA was extracted from the blood tissue of each individual. Sequencing was performed on the Illumina X Ten platform, and a total of 198.64 Gb of paired-end DNA sequence was generated (Supplementary Table S2).

## Data Analysis

### Data filtering

To avoid reads with artificial bias, we removed the following type of reads: (i) reads with ≥10% unidentified nucleotides (N); (ii) reads with >10 nt aligned to the adapter, allowing ≤10% mismatches; (iii) reads with >50% bases having phred quality <5.

### Identification of single-copy orthologous genes

Single-copy orthologous genes across 5 reference genomes, i.e., chicken (Galgal4) [4], pig (Suscrofa 10.2) [5], cattle (UMD3.1) [6], goat (CHIR_1.0) [7], and sheep (Oar_v3.1) [8], were determined using a EnsemblCompara GeneTrees method (Supplementary Fig. S2, Supplementary Methods) [9].

### Construction of phylogenetic tree based on nucleotide alignments

High-quality resequencing data were mapped to their respective reference genomes using BWA software, version 0.7.7 (BWA, RRID:SCR_010910) [10], reads with mapping quality >0 were retained, and potential PCR duplication cases were removed. For each individual, ∼97.01% of reads were mapped to ∼97.40% (at least ×1 depth coverage) or ∼91.86% (at least ×4 depth coverage) of the reference genome assemblies (Supplementary Table S2). Single nucleotide variations (SNVs) and insertion and deletions (InDels) were further detected by following GATK’s best practice, version 3.3–0 (GATK, RRID:SCR_001876) [11]. We substituted SNVs and InDels identified in our study in the coding DNA sequences (CDS) of the respective reference genomes. Single-copy orthologues with the substituted CDS of the 5 vertebrates were applied to Treebest [12] and generated the neighbor-joining tree (Fig. 1b).

#### Analyses of gene expression

High-quality RNA-seq reads were mapped to their respective reference genomes using Tophat version 2.0.11 (TopHat, RRID:SCR_013035) [13]. Cufflinks version 2.2.1 (Cufflinks, RRID:SCR_014597) [14] was applied to quantify gene expression and obtain FPKM expression values. We generated abundance files by applying Cuffquant (part of Cufflinks) to read mapping results. Log_2_-transformed values of (FPKM + 1) for genes with >0.5 FPKM in more than 80% of the samples were used for subsequent analyses.

Pearson's correlations were calculated across 6 samples from low- and high-altitude populations within each group of specific tissues and animals; among pairwise comparisons of 5 animals within each of the 6 tissues; and among pairwise comparisons of 6 tissues within each of the 5 animals. Principal variance component analysis (PVCA) was carried out using R package pvca [15]. Neighbor-joining expression-based trees were generated according to distance matrices composed of pairwise 1-Spearman's correlations implemented in the R package ape [16]. Reproducibility of branching patterns was estimated by bootstrapping genes; i.e., the single-copy orthologues were randomly sampled with replacement 100 times. The fractions of replicate trees that share the branching patterns of the original tree constructed were marked by distinct node colors in the figure.

We generated abundance files by applying Cuffquant (part of Cufflinks) to read mapping results, and further applied abundance files to Cuffdiff (part of Cufflinks) to detect DEGs between population pairs from distinct altitudes within each group of specific tissue and species. Genes with FDR-adjusted *P*-values ≤0.05 were detected as DEGs.

Genes were converted to human orthologues and assessed by the DAVID (DAVID, RRID:SCR_001881) [17] webserver for functional enrichment in gene ontology (GO) terms consisting of molecular function (MF) and biological process (BP), as well as the KEGG (KEGG, RRID:SCR_012773) pathways and InterPro (InterPro, RRID:SCR_006695) databases (Benjamini-adjusted *P* ≤ 0.05).

### Analyses of alternative splicing

Single-copy orthologous exons were identified by finding annotated exons that overlapped with the query exonic region in a multiple alignment of 99 vertebrate genomes including the human genome (hg38) from the UCSC genome browser [18]. Exon groups with multiple overlapping exons in any species were excluded. Each internal exon in every annotated transcript was taken as a “cassette” exon. Each “cassette” alternative splicing (AS) is composed of 3 exons: C1, A, and C2, where A is the alternative exon, C1 the 5’ alternative exon, and C2 the 3’ alternative exon. For each species and read length k, we generated all nonredundant constitutive and alternative junction sequences for the following RNA-seq alignments. The junction sequences were constructed by retrieving k-8 bp from each of the 2 exons making up the junction, and when the exon length is smaller than k-8, the whole sequence of the exon is retrieved. This ensures that there is at least 8-bp overlap between the mapped reads and each of the 2 junction exons.

We then estimated the effective number of uniquely mappable positions of the junctions. We extracted L-k+1 (L being the junction length) k-mers from each junction and mapped such k-mers back to the reference genome, allowing up to 2 mismatches. Those k-mers that failed to align were further mapped to the nonredundant junctions. The number of k-mers that could uniquely align to a junction was counted and deemed the effective number of uniquely mappable positions for the junction.

For each sample, RNA-seq reads were first aligned to the reference genome, allowing up to 2 mismatches, and the unaligned reads were further mapped to the nonredundant junctions. Uniquely mapped reads for each junction were counted and multiplied by the ratio between the maximum number of mappable positions (i.e., k-15) and the effective number of uniquely mappable positions for the junction.

The “percent-spliced in” (PSI) values for each internal exon was defined as PSI = 100 × average (#C1A, #AC2)/(#C1C2 + average(#C1A, #AC2)); here #C1A, #AC2, and #C1C2 are the normalized read counts for the associated junctions. Exons were taken as alternative in a sample if 5 ≤ PSI ≤ 95. We also defined “high-confidence” PSI levels as those that meet the following criteria:

^*^max(min(#C1A, #AC2), #C1C2) ≥ 5 AND min(#C1A, #AC2) + #C1C2 ≥ 10

^*^|log2(#C1A/#AC2)| ≤ 1 OR max(#C1A, #AC2) < #C1C2

For cross-species analyses, we included exons with single-copy orthologues in all species, PSI values in all samples, and confident alternative splicing in at least 1 of the samples.

## Findings

### Data summary

We generated a total of ∼909.6 Gb of high-quality RNA-seq data, of which ∼676.6 Gb (∼74.6%) reads could reliably be aligned to their respective reference genomes (Supplementary Fig. S3 and Table S1). 

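Gene expression was measured by RNA-seq, and the authors deposited a table of FPKM values for each of the 5 species, with a value for every gene in every sample. The tables hold 138 of the 180 samples. The other 42 samples were not analysed here, and the other deposits that the paper lists were not used. Each column was matched to its sample by name. There were 3 samples in each of 46 combinations of population and tissue. For chicken and pig, 36 samples each covered 6 tissues at both altitudes. For cattle/yak and for sheep, 27 samples each covered lung, muscle and spleen at both altitudes, and heart, kidney and liver of the high-altitude animals. For goat, 12 samples covered spleen at both altitudes, and kidney and liver of the high-altitude animals. The tables list 15495 genes for chicken, 21594 for pig, 19981 for cattle/yak, 20908 for sheep and 17671 for goat. The authors made the values with TopHat 2.0.11 and Cufflinks 2.2.1, and reads of yak were mapped to the cattle genome. The paper gives the amount of sequence for all samples together and as a mean per sample. The tables hold no read counts, so no counting interval is given. The sum of FPKM values per sample had a median of 404052 in chicken (317944 to 452808), 405363 in pig (336329 to 495910), 520897 in cattle/yak (414743 to 740644), 540624 in sheep (335601 to 719560) and 586630 in goat (481674 to 656028). Values were used as deposited and log2-transformed after adding 1. The tables give gene identifiers without positions and without orthologues between species, so each species was analysed alone.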

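The share of genes with an FPKM value above 0.5 was counted in each sample, out of the genes that the table of its species lists. It was 70.6% ± 4.61 (SD, n = 36 samples) in chicken, 59.9% ± 4.33 (SD, n = 36) in pig, 63.4% ± 3.94 (SD, n = 27) in cattle/yak, 60.1% ± 4.84 (SD, n = 27) in sheep and 66.0% ± 2.79 (SD, n = 12) in goat. The mean of the 5 species was 64.0% ± 4.47 (SD over species). Most of the spread within a species lay between tissues, because replicates of a condition differed by an SD of 0.926 percentage points on average. The lowest mean of a condition was 54.1% ± 2.04 (SD, n = 3) in the liver of high-altitude pigs, and the highest was 76.5% ± 1.34 (SD, n = 3) in the lung of low-altitude chickens. Among the alternatives set out in advance, the threshold moved the mean most, to 72.9% at 0.1 FPKM. The goat table lists 17671 genes, whereas Table 1 counts 22131 annotated genes. Over the annotated genes, a denominator added after the data had been seen, the goat share was 52.7% and the mean of the 5 species was 61.4%. This denominator counts the genes missing from the goat table as not expressed.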

We found that on average 61.2% of annotated protein coding genes in each genome had FPKM expression values greater than 0.5 (Supplementary Fig. S4 and Table S3).

### Concordance in the tree topology based on nucleotide sequence alignments and gene expression data

Nucleotide alignments–based phylogenetic relationships of these high-altitude vertebrates and their low-altitude relatives matched the established morphological species groupings and the known history of population formation (Fig. 1b). The gene expression–based tree of 4746 transcribed single-copy orthologous genes (66.61% of 7125) for each tissue showed a highly consistent topology to the nucleotide sequence alignment-based phylogeny (Fig. 2, Supplementary Methods) [9]: Mammals were mainly divided into omnivore (pig) and ruminant (goat, sheep, and yak/cattle); within the ruminant cluster, the 2 caprinae (goat and sheep) were closer to each other than the bovinae (yak/cattle). This observation lends supports to the idea that gene expression changes evolve together with genetic variation over evolutionary time, resulting in lower expression divergence between more closely species [19].

**Figure 2:**
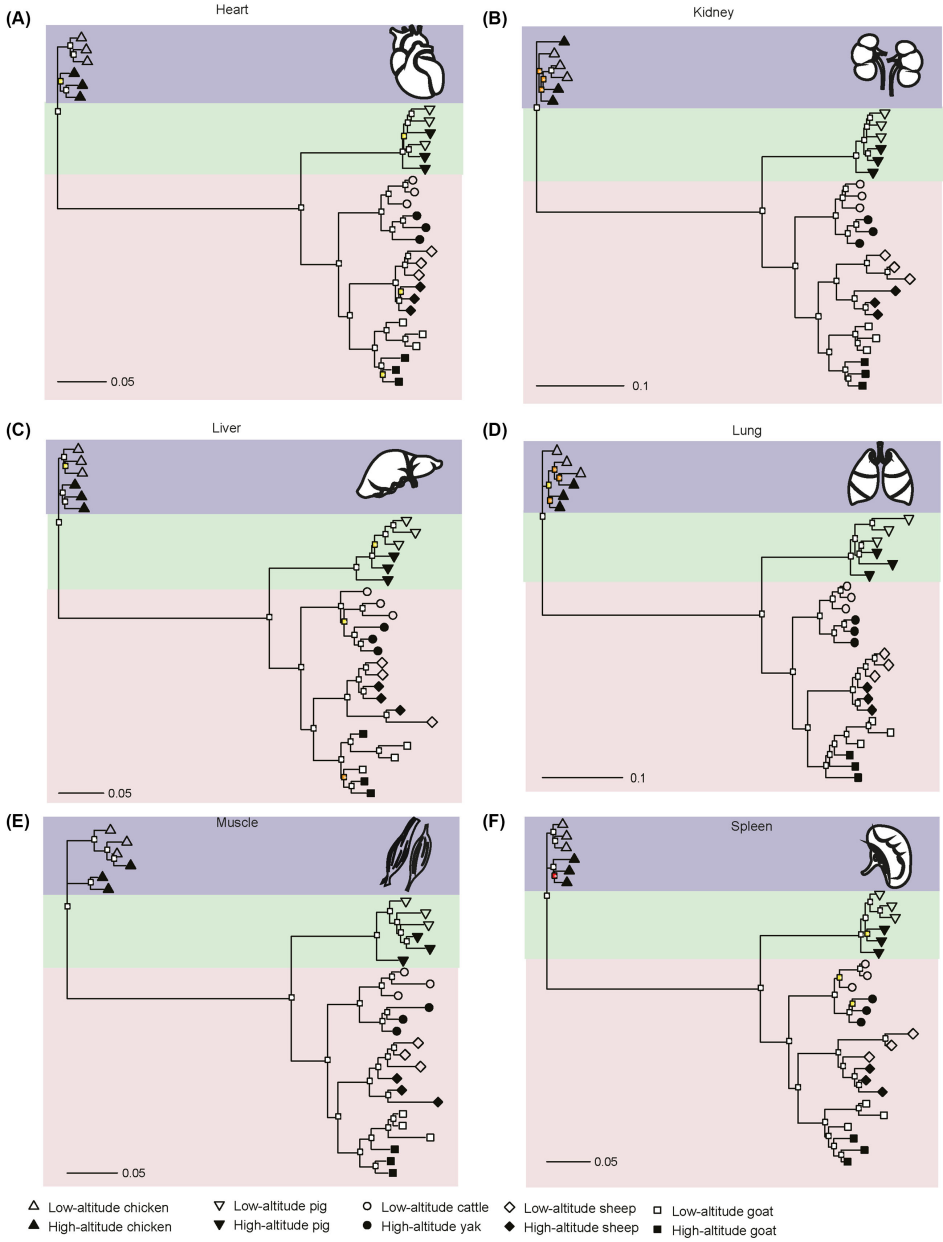
Gene expression phylogenies for 6 tissues across 5 vertebrates. Neighbor-joining expression tree constructed based on 1-Spearman correlation distances in 6 tissues. We performed 100 bootstraps by randomly sampling the single-copy orthologues with replacement. Bootstrap values (fractions of replicate trees that have the branching pattern, as in the shown tree constructed using all the transcribed single-copy orthologues) are indicated by different colors: red color of the node indicates support from less than 50% of bootstraps, while orange, yellow, and white colors indicate support between 50% and 70%, between 70% and 90%, and greater than 90%, respectively.

### Distinctly transcriptomic characteristics between gene expression and alternative splicing

Through comparison of the expression levels of 4746 transcribed single-copy orthologous genes (Supplementary Fig. S2) and the alternative splicing patterns (reflected by PSI values) of 2783 orthologous exons shared by the 5 vertebrates genomes, we observed a tissue-dominated clustering pattern of gene expression, but a species-dominated clustering pattern of alternative splicing [20, 21].

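Pairwise Pearson's correlations between samples were computed within each species on log2-transformed values. The filter kept genes with FPKM above 0.5 in more than 80% of the samples of the species, which left 9484 genes in chicken, 11047 in pig, 10928 in cattle/yak, 10633 in sheep and 10167 in goat. Each correlation runs across genes, which are not independent replicates. Between tissues of the same species, the mean r was 0.693 ± 0.0740 (SD over 63 pairs of tissues). Between high- and low-altitude samples of the same tissue and species, the mean r was 0.955 ± 0.0138 (SD over 19 comparisons). Replicates of the same condition had a mean r of 0.969 ± 0.0116 (SD over 46 conditions). Replicates were more alike than high- and low-altitude samples in 18 of the 19 comparisons, with pig heart as the exception. The gap was widest in the lung of cattle/yak, at 0.976 for replicates and 0.940 between altitudes. Without the filter, the mean r rose to 0.764 between tissues, 0.971 between altitudes and 0.980 between replicates.

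Principal variance component analysis (PVCA) was fitted within each species, with tissue, altitude and their interaction as random factors. Components up to 0.6 of the variance were taken, and at least 3, which gave 3 components in each species. The weighted average proportion variance of tissue had a mean of 0.961 ± 0.0540 (SD over 5 species), and that of altitude had a mean of 0.0146 ± 0.0281. Goat, where altitude is partly confounded with tissue in the tables, had 0.0648 for altitude and carries most of this mean, since the other 4 species had 0.000601 to 0.00411, with a mean of 0.00206 for altitude and 0.985 for tissue. Restricted to tissues held from both altitudes, an alternative added after the data had been seen, the means over chicken, pig, cattle/yak and sheep were 0.931 for tissue and 0.0513 for altitude. Under that restriction the proportion of altitude was 0.00284 in chicken, 0.00411 in pig, 0.113 in cattle/yak and 0.0856 in sheep. Cattle/yak and sheep then hold 3 tissues, as goat does, and differences between 3 tissues cannot fill 3 components. Part of their leading components thus lies outside tissue by construction. The higher proportions of altitude in these species therefore cannot be put down to confounded tissues alone. All these proportions describe the leading components and not the whole variance. On data simulated with proportions of 0.6 for tissue, 0.1 for altitude and 0.3 for the residual, the same procedure took 6 components. It returned 0.895, 0.104 and 0.000739. Proportions of species were not computed, because the tables do not link genes between species.

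**Figure D1:**
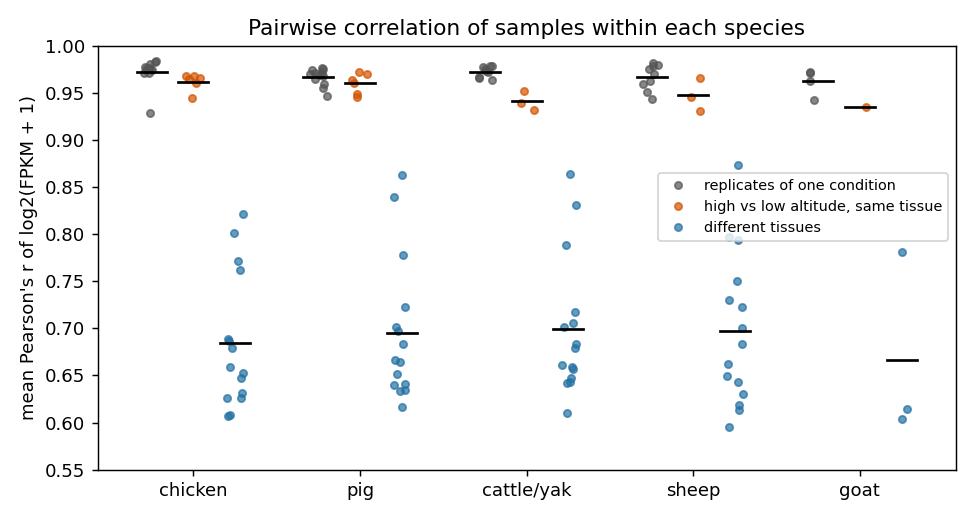
Mean Pearson's r of log2(FPKM + 1) on the vertical axis for each species, with a point for each condition (replicates), each comparison (high against low altitude) or each pair of tissues, and a black line at the mean of the points. Pairs of different tissues lie lowest in all 5 species.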

For gene expression, there were critical biological differences among tissues (Pearson's *r* = 0.67 and weighted average proportion variance = 0.36), followed by species (Pearson's *r* = 0.75, weighted average proportion variance = 0.22) and local adaptation (Pearson's *r* = 0.95 and weighted average proportion variance = 0.019) (Fig. 3a and Supplementary Fig. S5). By contrast, for alternative splicing, the differences among species (Pearson's *r* = 0.64 and weighted average proportion variance = 0.30) were higher than among tissues (Pearson's *r* = 0.78 and weighted average proportion variance = 0.075), followed by the difference between high- and low-altitude animals (Pearson's *r* = 0.84 and weighted average proportion variance = 0.021) (Fig. 3b and Supplementary Figure S6).

**Figure 3:**
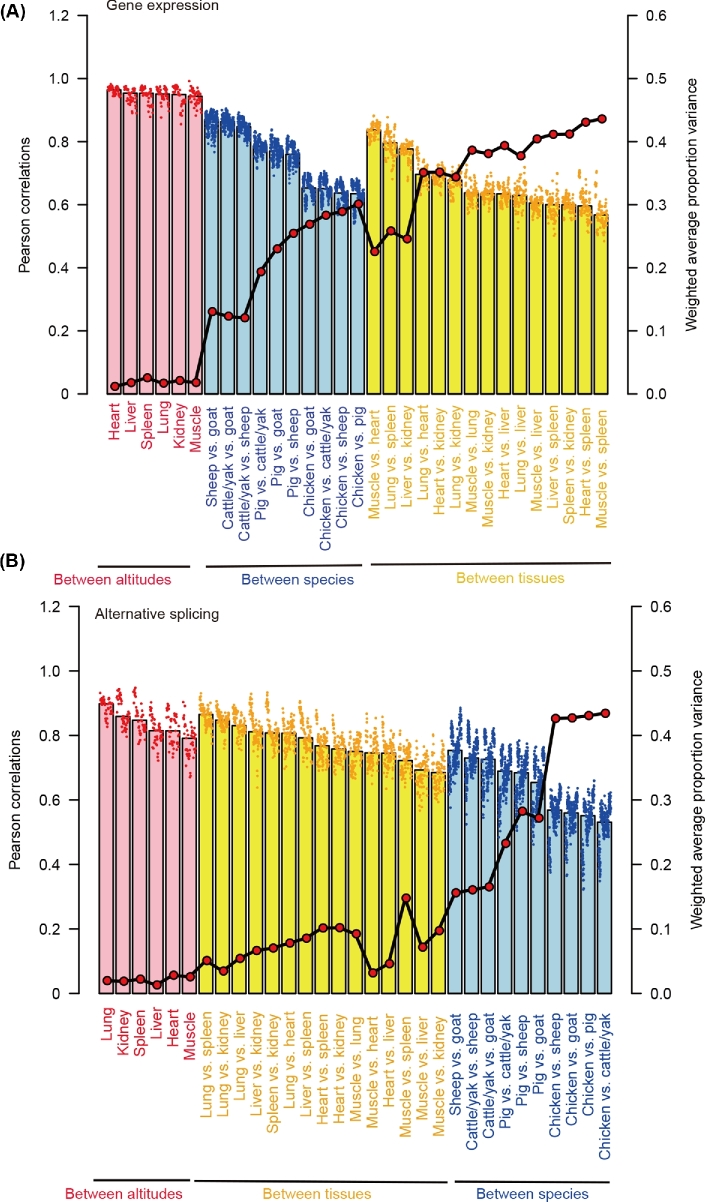
Comparison of variations between altitudes, species, and tissues revealed by (**a**) gene expression and (**b**) alternative splicing pattern. Scatter-point and bar plots represent the pairwise Pearson's correlation between samples. Weighted average proportion variance of the alternative splicing (reflected by PSI values) was determined using the PVCA approach and is depicted as red dots connected by black lines.

Both unsupervised clustering (Fig. 4a and c) and principal components analysis (PCA) (Fig. 4b and d and Supplementary Figs S7 and S8) recapitulated the distinctly transcriptomic characteristics between gene expression and alternative splicing. Tissue-dominated clustering of gene expression indicated that in general tissues possess conserved gene expression signatures and suggested that conserved gene expression differences underlie tissue identity in mammals. On the other hand, greater prominence of species-dominated clustering of alternative splicing suggested that exon splicing is more often affected by species-specific changes in *cis*-regulatory elements and/or *trans*-acting factors than gene expression [20, 21].

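Average linkage clustering on 1 - Pearson's r and principal component analysis were run within each species on the filtered log2 values. In all 27 combinations of species and tissue, the samples of the tissue formed a cluster of their own. Within these clusters, 9 of the 19 tissues held from both altitudes divided into a high- and a low-altitude branch. These were 4 of 6 tissues in chicken, 1 of 6 in pig, 3 of 3 in cattle/yak, 1 of 3 in sheep and 0 of 1 in goat. With replicate number 1, 2 or 3 left out in all tissues, the number that divided by altitude lay between 7 and 16. The first principal component held 38.1% of the variance in chicken, 41.9% in pig, 43.9% in cattle/yak, 44.3% in sheep and 61.4% in goat. Differences between tissues made up at least 96.0% of the variance along the first component in each species. Altitude is partly confounded with tissue in cattle/yak, sheep and goat, for which the tables hold some tissues from high altitude only. In chicken and pig, where the tables hold the 6 tissues from both altitudes, altitude made up 1.83% and 0.402% of the variance along the first component. From the tissue-dominated clustering over the 5 species together, the paper concludes that tissues in general possess conserved gene expression signatures, and it proposes that conserved expression differences underlie tissue identity in mammals.

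**Figure D2:**
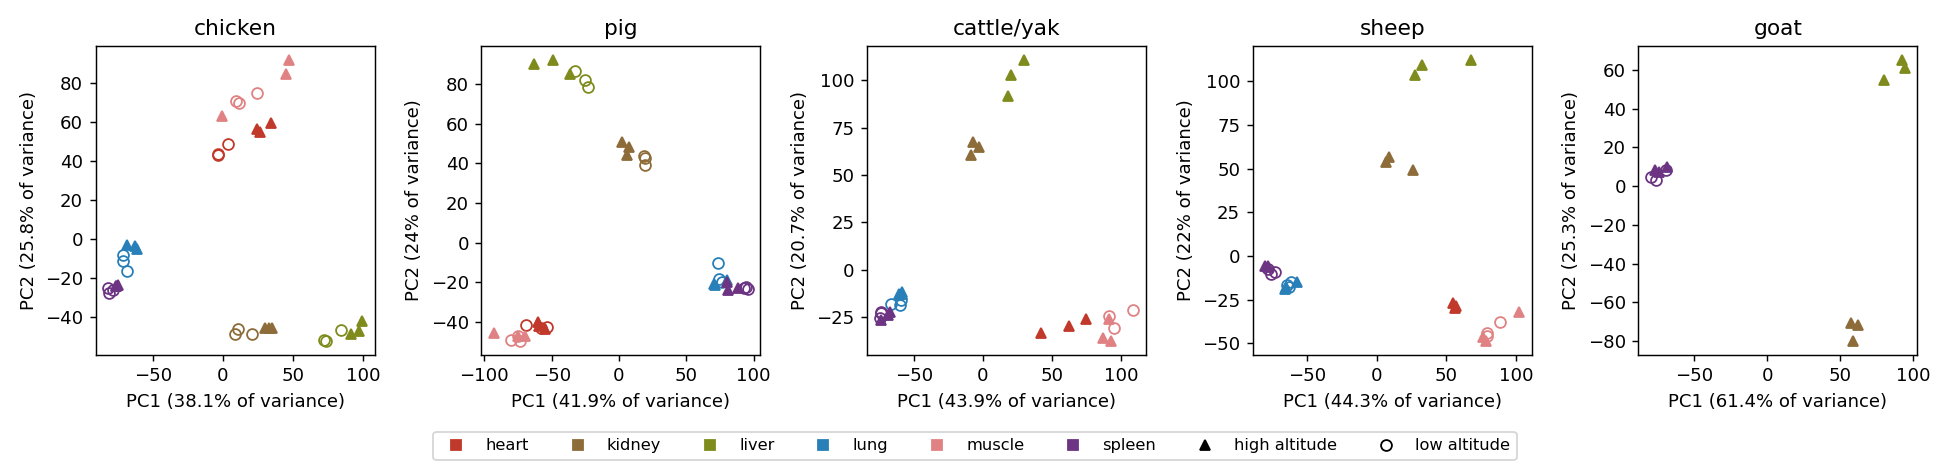
Scores of each sample on the first (horizontal) and second (vertical) principal component of log2(FPKM + 1) for the 5 species, with the percentage of variance on each axis. Colours stand for tissues, filled triangles for high altitude and open circles for low altitude. Most samples lie nearest to a sample of the same tissue, while on these components some samples of heart and muscle, and of lung and spleen, lie among each other.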

**Figure 4:**
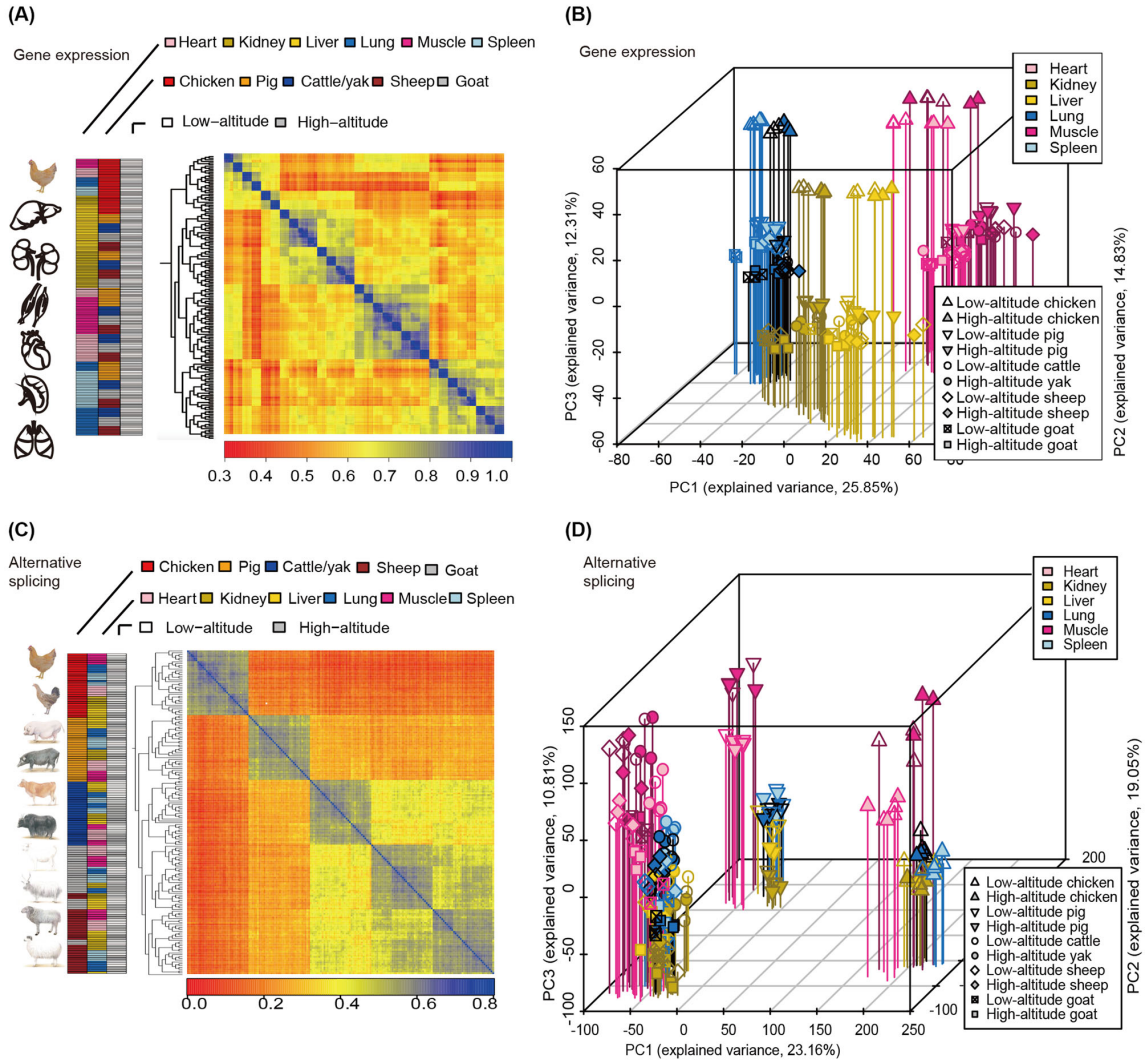
Global pattern of gene expression and alternative splicing pattern. Hierarchical clustering of samples using (**a**) gene expression and (**c**) alternative splicing (reflected by PSI values). Average linkage hierarchical clustering was used with distance between samples measured by Pearson's correlation between the vectors of expression values. (**b, d**) Factorial map of the principal component analysis (PCA) of (b) gene expression levels and (d) the alternative splicing. The proportion of the variance explained by the principal components is indicated in parentheses. The vertical leading lines with different colors from the plotted points dropping to the x/y plane show the separation of points based on the first and second principal components.

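The order in which tissues joined was read from the clustering within each of the 4 species with 6 tissues. Heart and muscle joined each other before any other tissue in 4 of 4 species, as did lung and spleen, and kidney and liver. Each of these pairs was found in 100 of 100 bootstraps over genes in each species. The mean r over the 4 species was 0.855 ± 0.0232 (SD) between heart and muscle and 0.816 ± 0.0221 between lung and spleen. Between kidney and liver, it was 0.783 ± 0.00995 over 5 species. Striated muscle (heart and muscle) joined lung and spleen before kidney and liver in 1 of 4 species, which was chicken, in 100 of 100 bootstraps. In pig, cattle/yak and sheep, striated muscle joined kidney and liver first. The bootstraps with striated muscle next to lung and spleen numbered 0 of 100 in pig, 3 of 100 in cattle/yak and 0 of 100 in sheep. Those with kidney and liver next to lung and spleen numbered 2 of 100 in pig, 21 of 100 in cattle/yak and 0 of 100 in sheep. Without the filter on low values, striated muscle joined lung and spleen first in 4 of 4 species. Birds and mammals were not clustered together here.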

Notably, tissue-dominated clustering patterns of gene expression further revealed that the cluster of striated muscle (heart and skeletal muscle) and the cluster of vessel-rich tissues (lung and spleen) were closer to each other than the cluster of metabolic tissues (kidney and liver), followed by the distinct clusters of birds (chicken) and mammals according to the evolutionary distance (Fig. 4a and b). Notably, tissues of birds (chickens) formed a distinct cluster, rather than with their mammalian counterparts, which indicates that divergence in gene expression among these species started to surpass that between different tissues around when birds diverged from mammals (approximately 300 million years ago) (Fig. 4a and b).

### Gene expression plasticity to a high-altitude environment

To exclude the impact of prominence of tissues-dominated clustering of gene expression, so as to comprehensively present transcriptomic differences involved in high-altitude response based on whole annotated genes of their respective genome assembly instead of the single-copy orthologues, we measured the pairwise difference of gene expression between the high-altitude populations and their low-altitude relatives within each tissue for each vertebrate.

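DEGs were called from the deposited FPKM values, because the read-level abundance files that Cuffdiff takes are not among the deposited tables. The tables allow 19 of the 30 comparisons, each with 3 high-altitude and 3 low-altitude samples, and the other 11 were not analysed here. Genes with a mean FPKM above 0.5 over the 6 samples were tested, from 10087 genes in chicken liver to 14560 in pig lung. A linear model was fitted to log2(FPKM + 1) with limma (empirical Bayes with a mean-variance trend), and genes with a Benjamini-Hochberg adjusted p of at most 0.05 were taken as DEGs. The samples of a comparison were not paired. A permutation of 3 samples against 3 cannot give a two-sided p below 0.1, so no permutation p is given for single genes. The test was tried on simulated data with the spread of each comparison and 200 changed genes. Of the 4-fold changes, a median of 85% over the 19 comparisons was recovered (73% to 98%), and of the 2-fold changes a median of 46% (17% to 78%). The number of false calls had a median of 8 and was at most 14. The changed genes were drawn from genes of higher expression than the filter of 0.5 FPKM requires, and changes were added on the log2(FPKM + 1) scale. Recovery among the lowest tested genes was therefore not tried. The simulated spread was independent between genes, so false calls under a shift shared by the genes of a sample were not tried either. With median-ratio scaling of the samples, an alternative set out in advance, the median log2 fold change of a comparison lay farthest from 0 in pig liver, at -0.04.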

We identified ∼1423 DEGs between 30 low- vs high-altitude pairs (177 DEGs in the muscles of chickens to 3853 DEGs in the kidneys of sheep) (Table 1). 

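In chicken, the number of DEGs was 1521 in heart, 69 in kidney, 35 in liver, 8 in lung, 0 in muscle and 36 in spleen, a mean of 278 ± 609 (SD over 6 tissues). In muscle, where limma called no gene, 368 of 10659 genes had an unadjusted p under 0.05. Of the DEGs in heart, 39 were higher and 1482 lower at high altitude. The higher DEGs numbered 4 in kidney, 10 in liver, 1 in lung and 4 in spleen. The median log2 fold change of all tested genes was -0.25 in heart, -0.17 in kidney and -0.20 in liver. After median-ratio scaling, 508 DEGs were called in heart, 95 higher and 413 lower. Scaled counts in the other tissues were 1 in kidney, lower at high altitude, 12 in liver (5 higher), 2 in lung (0 higher), 0 in muscle and 20 in spleen (3 higher). The alternative that moved the counts of most tissues upwards was a fit of all tissues together, which shares its estimate of the spread and gave 411 DEGs in kidney, 593 in liver, 568 in lung, 188 in muscle and 439 in spleen. The groups did not overlap in 4615 genes in heart, 42.2% of those tested, where chance gives 10%.

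Leaving out a chicken sample left 2 against 3. In heart, 868, 871 and 659 DEGs were called without high-altitude chickens 1, 2 and 3, and 555, 477 and 920 without low-altitude chickens 1, 2 and 3. In the same order, the counts were 0, 0, 14, 4, 3 and 0 in kidney, 137, 35, 13, 16, 15 and 7 in liver, and 60, 0, 2, 2, 3 and 7 in lung. They were 1839, 0, 0, 0, 0 and 0 in muscle, and 16, 5, 1, 9, 19 and 3 in spleen. The count in muscle thus rested on the muscle of high-altitude chicken 1.

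The chicken table lists genes by identifiers that the files do not pair with names. ENSGALG00000004772 was called lower at high altitude in 5 tissues. Its FPKM in heart was 0.349 ± 0.237 (SD, n = 3) at high and 14.7 ± 0.425 (SD, n = 3) at low altitude, a log2 fold change of -3.56 (SE 0.15, limma adjusted p = 0.000182). In spleen, its log2 fold change was -4.61 (SE 0.20, limma adjusted p = 0.000518). In both tissues the gene was called whichever sample was left out. In kidney, liver and lung it was called in 3 of 6 such fits. ENSGALG00000005148 was called lower in the same 5 tissues, with log2 fold changes from -1.04 in kidney to -1.59 in spleen, and was called in 6 of 6 fits in heart, 0 of 6 in kidney, 5 of 6 in liver, 1 of 6 in lung and 4 of 6 in spleen.

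**Figure D3:**
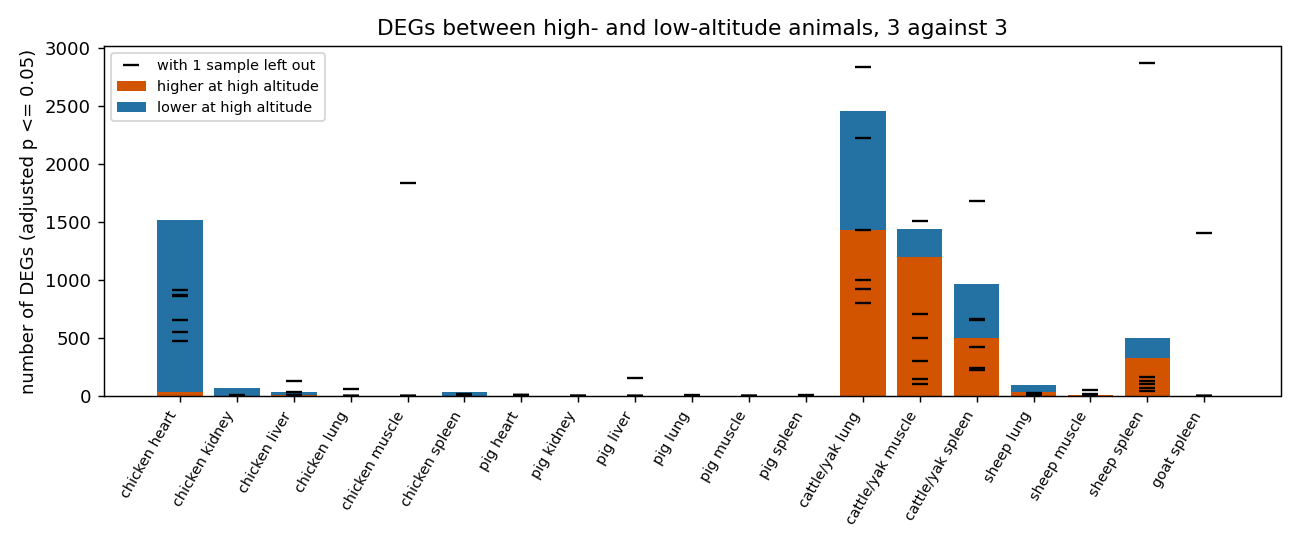
Number of DEGs (vertical axis, limma adjusted p of at most 0.05) in the 19 comparisons, with bars divided by direction and dashes for the count with each of the 6 samples left out. The count in chicken muscle is 0 with all samples and 1839 without high-altitude chicken 1.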

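In pig, 5 DEGs were called in heart (4 higher at high altitude), 1 in kidney (higher), 0 in liver, 2 in lung (1 higher), 1 in muscle (higher) and 5 in spleen (2 higher), a mean of 2.33 ± 2.16 (SD over 6 tissues). In liver, where limma called no gene, 2253 of 12189 genes (18.5%) had an unadjusted p under 0.05, and 3330 genes (27.3%) did not overlap between the groups, where chance gives 10%. The median log2 fold change of the tested genes was -0.18 in liver and -0.11 in spleen. With median-ratio scaling, 20 DEGs were called in liver, 5 of them higher, and the higher DEGs in heart were 2 of 3. Fitted with all tissues together, pig liver had 1472 DEGs and pig lung 476.

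The pig counts changed as follows when high-altitude pigs 1, 2 and 3, and then low-altitude pigs 1, 2 and 3, were left out in turn. They were 10, 9, 7, 10, 2 and 1 in heart, 7, 1, 2, 0, 0 and 1 in kidney, and 0, 163, 3, 8, 0 and 2 in liver. In lung they were 1, 3, 1, 1, 13 and 1, in muscle 3, 4, 0, 1, 4 and 2, and in spleen 5, 7, 13, 4, 1 and 3.

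The name table held symbols for 11641 of the 21594 pig identifiers. ENSSSCG00000028833, which has no symbol there, was listed at 0 in all high-altitude hearts and spleens. At low altitude its FPKM was 33.5 ± 3.91 (SD, n = 3) in heart and 72.4 ± 1.73 (SD, n = 3) in spleen (limma adjusted p = 1.28e-06 and 3.28e-07). It was called with any of the 6 samples left out, but not in the fit of all tissues together. ENSSSCG00000023256, also without a symbol, was called higher at high altitude in heart, kidney and spleen, with log2 fold changes of 1.79, 2.35 and 3.52. It was called in 4 of 6 fits with a sample left out in heart, 1 of 6 in kidney and 5 of 6 in spleen.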

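In sheep, 99 DEGs were called in lung (41 higher at high altitude), 12 in muscle (11 higher) and 504 in spleen (327 higher), a mean of 205 ± 263 (SD over 3 tissues). The fit of all tissues together gave 517 in lung, 991 in muscle and 1855 in spleen, with 46.6% of the spleen DEGs higher. Without high-altitude sheep 1, 2 and 3 and then low-altitude sheep 1, 2 and 3, the counts were 4, 31, 16, 7, 3 and 7 in lung and 59, 8, 17, 5, 11 and 11 in muscle. In spleen they were 76, 110, 165, 51, 2874 and 133. Of the 2874 in spleen without low-altitude sheep 2, 1322 were higher and 1552 lower at high altitude. ENSOARG00000011235, which the files do not pair with a name, was called higher at high altitude in muscle and spleen. In muscle its FPKM was 38.8 ± 23.5 (SD, n = 3) at high and 2.29 ± 0.90 (SD, n = 3) at low altitude, a log2 fold change of 3.45 (SE 0.43, limma adjusted p = 0.0339). It was not called in muscle without low-altitude sheep 1 or without low-altitude sheep 3. In spleen its log2 fold change was 1.33 (SE 0.25, limma adjusted p = 0.0400), and it was called in 1 of 6 fits with a sample left out. ENSOARG00000001812 was called higher in lung, with a log2 fold change of 1.24 (SE 0.19, limma adjusted p = 0.0486). In spleen, its log2 fold change was 2.67 (SE 0.34, limma adjusted p = 0.0133). It was called in 0 of 6 fits with a sample left out in lung and 3 of 6 in spleen. ENSOARG00000017051 was called lower in lung and spleen, where it was listed at 0 in the 3 high-altitude spleens, and was called in 1 of 6 fits with a sample left out in each tissue.

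For goat, the tables hold only spleen from both altitudes. It had 5 DEGs, 1 of them higher at high altitude, and 2418 of 12040 genes (20.1%) did not overlap between the groups. After median-ratio scaling, 2 DEGs were called, both lower. The fit of all tissues together gave 232. Without high-altitude goats 1, 2 and 3, the counts were 7, 0 and 1. Without low-altitude goats 1, 2 and 3, they were 1410, 0 and 0. The largest rise was that of GOAT_ENSP00000346840, with a log2 fold change of 3.1 (SE 0.29, limma adjusted p = 0.0443). The largest fall was that of GOAT_ENSP00000005178, with a log2 fold change of -3.88 (SE 0.25, limma adjusted p = 0.00852). They were called in 1 of 6 and 2 of 6 fits with a sample left out.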

Notably, among 5 pairs of vertebrates, the highly diverged yak and cattle [1] exhibited the highest number of DEGs (∼2005) across 6 tissues. 

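In cattle/yak, 2460 DEGs were called in lung, 1444 in muscle and 967 in spleen, a mean of 1624 ± 763 (SD over 3 tissues). Heart, kidney and liver were not compared here, because the tables used hold these tissues for yak only. Of the DEGs, 1432 in lung, 1197 in muscle and 506 in spleen were higher in yak. The median log2 fold change of the tested genes in muscle was 0.21. With median-ratio scaling, 746 DEGs were called in muscle, 416 higher and 330 lower, with 1202 higher and 1256 lower in lung, and 606 higher and 560 lower in spleen. In muscle, the fit of all tissues together gave 4081 DEGs. Without yak 1, 2 and 3, the counts were 1429, 1001 and 2837 in lung, 507, 107 and 714 in muscle, and 667, 660 and 424 in spleen. Without cattle 1, 2 and 3, they were 928, 2221 and 808 in lung, 307, 1510 and 148 in muscle, and 247, 228 and 1681 in spleen. Of the 1681 in spleen without cattle 3, 659 were higher and 1022 lower in yak. Over 4074 genes, the spleens of cattle 1 and 2 differed by a median of 0.0725 on the log2 scale. They differed less than any other replicate pair and were kept as separate samples. Averaged to 1 sample, an alternative added after the data had been seen, they left 228 DEGs.

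Of the genes in the table, 73 were called in the same direction in all 3 tissues, 49 higher and 24 lower in yak. ENSBTAG00000047547, which the files do not pair with a name, had an FPKM of 318 ± 57.4 (SD, n = 3) in yak spleen and 0.865 ± 0.445 (SD, n = 3) in cattle spleen, a log2 fold change of 7.43 (SE 0.22, limma adjusted p = 9.86e-06). Its log2 fold change was 6.26 in lung and 6.10 in muscle. ENSBTAG00000031795 had log2 fold changes of 6.44 in lung, 3.63 in muscle and 5.91 in spleen. Both genes were called in every fit with a sample left out.

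Over lung, muscle and spleen, the mean number of DEGs was 1624 in cattle/yak, 205 in sheep, 14.7 in chicken and 2.67 in pig. Cattle/yak had the highest mean under the pseudocount of 0.1, without the filter, with scaling, in the fit of all tissues together and with replicate numbers as blocks. With replicate number 1 left out throughout, chicken had the highest mean (386, against 135 in cattle/yak), and with number 2 left out it was sheep (548, against 374). From the numbers of DEGs over 6 tissues, the paper states that yak and cattle, which it describes as highly diverged, rank first among the 5 pairs.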

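The tables hold kidneys from both altitudes for chicken and pig only, and the kidney comparisons of the other species were not analysed here, so tissues were ranked over these 2 species. The mean number of DEGs was 763 in heart, 35 in kidney, 20.5 in spleen, 17.5 in liver, 5 in lung and 0.5 in muscle. Kidney thus ranked second of 6 tissues. Its rank was 2 with a pseudocount of 0.1, and 5 without the filter, with median-ratio scaling or with all tissues in a common fit. With replicate numbers as blocks it was 4.5, a tie. With replicate number 1, 2 or 3 left out in both populations, the kidney mean lay between 1 and 9.5, at ranks 4, 6 and 3. Heart ranked first with all samples because of chicken, where its count was 1521 against 5 in pig. Liver ranked first in the common fit, and muscle without replicate number 1.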

Among 6 tissues, the highly aerobic kidney [22] exhibited the highest number of DEGs (∼2097) across 5 pairs of vertebrates.

**Table 1:** Number of DEGs between 5 high-altitude vertebrates and their low-altitude relatives for each tissue

Species	Heart No. (%)	Kidney No. (%)	Liver No. (%)	Lung No. (%)	Muscle No. (%)	Spleen No. (%)	Mean No. (%)
Chicken	1283 (8.28)	748 (4.83)	613 (3.96)	1072 (6.92)	177 (1.14)	984 (6.35)	812 (5.25)
Pig	206 (0.95)	532 (2.46)	1199 (5.55)	426 (1.97)	385 (1.78)	994 (4.60)	623 (2.89)
Cattle/yak	1602 (8.02)	1797 (8.99)	869 (4.35)	3092 (15.47)	2403 (12.03)	2268 (11.35)	2005 (10.04)
Sheep	1332 (6.37)	3853 (18.43)	259 (1.24)	1829 (8.75)	1079 (5.16)	2356 (11.27)	1784 (8.54)
Goat	2215 (10.01)	3557 (16.07)	655 (2.96)	1330 (6.01)	2305 (10.42)	1269 (5.73)	1888 (8.53)
Mean	1327 (6.73)	2097 (10.16)	719 (3.61)	1549 (7.82)	1269 (6.11)	1574 (7.86)	

Percentages of the DGEs compared with the total number of annotated protein coding genes in their respective reference genomes are listed in parentheses. There are 15 495, 21 594, 19 981, 22 131, and 20 908 annotated protein coding genes in the reference genomes of the chicken (Galgal4) [4], pig (Suscrofa 10.2) [5], cattle (UMD3.1) [6], goat (CHIR_1.0) [7], and sheep (Oar_v3.1) [8], respectively.

Expectedly, the more closely related vertebrates (Fig. 1) shared more DE genes (Supplementary Figs S9–10 and Additional file 3). Compared with shared DE genes among mammals, especially between the 2 closely related members of Caprinae (goat and sheep), the birds (chickens) exhibited significantly fewer shared DE genes with mammals (Wilcoxon rank sum test, *P* < .0021) (Supplementary Fig. S11). 

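Gene categories were tested in pig only, the species whose identifiers could be paired with symbols. The 3 lists of genes, for oxygen transport, cholesterol biosynthesis and hypoxia response, had been written out before the tables were read, and 4 of 19, 17 of 20 and 25 of 33 symbols were matched. They were chosen for categories that the paper names from enrichment among its DEGs, and its samples include these pigs. The tests are therefore not independent of the paper's result. Each list was tested in each of the 6 tissues against the other tested genes with camera, with a preset correlation of 0.01 between genes, and p was adjusted over the 18 tests. The adjusted p was at most 0.05 in 6 of 18 tests. Cholesterol biosynthesis was higher at high altitude in liver (median log2 fold change 1.05, 17 of 17 genes higher, limma camera adjusted p = 1.05e-09) and in lung (0.34, 17 of 17 genes higher, adjusted p = 0.000138). Oxygen transport rested on 2 genes that passed the filter. Both were higher in liver (median 1.95, adjusted p 0.0175) and in muscle (1.23, adjusted p 0.00337), and both were lower in lung (-1.66, adjusted p 0.0140). Hypoxia response was lower in lung (median -0.13, 15 of 24 genes lower, adjusted p 0.0140). Fry tests whether a list changes at all, not whether it differs from the other genes, and estimates the correlation from the samples. In 0 of the 18 tests was the adjusted p of fry at most 0.05, and its smallest adjusted p was 0.584. Over all tested genes, 0 genes of the lists were called in any tissue. Adjusted over the list alone, 4 cholesterol genes were called in liver, and oxygen transport genes numbered 1 in liver, 2 in lung, 2 in muscle and 1 in spleen. Adjusted over the list alone, 1 hypoxia gene was called in lung. Camera and the median of the list differed in sign (the mean sided with camera only for cholesterol biosynthesis in heart) for cholesterol biosynthesis in heart and spleen and for hypoxia response in kidney, liver and spleen. Median-ratio scaling moved oxygen transport in liver to an adjusted p of 0.0501. The lists were not run with a sample left out, so how far single samples carry these shifts was not tested.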

We also identified significantly enriched functional gene categories of DE genes (chi-square test or Fisher's exact test, *P* < 1.03×10^−4^), which were shared among multiple pairwise comparisons (Supplementary Figs S12–13 and Additional file 4) that were potentially related to the dramatic phenotypic changes shaped by high-altitude adaptation, such as response to hypoxia (typically, “oxidation reduction,” “heme binding,” “oxygen binding,” “oxygen transport,” and “oxygen transporter activity”), the cardiovascular system (“angiogenesis” and “positive regulation of angiogenesis”), the efficiency of biomass production in the resource-poor highland (“metabolic pathways,” “cholesterol biosynthetic process,” and “steroid metabolic process”), and immune response (“responses of immune and defense”) (Additional file 2).

## Conclusions

High-altitude adaptive evolution of transcription, and the convergence and divergence of transcriptional alteration across species in response to high-altitude environments, is an important topic of broad interest to the general biology community. Here we provide a comprehensive comparative transcriptome landscape of expression and alternative splicing variation between low- and high-altitude populations across multiple species for distinct tissues. Our data serves a valuable resource for further study on gene regulatory changes to adaptive evolution of complex phenotypes.

## Availability of supporting data

The RNA-seq data for 180 samples was deposited in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE93855, GSE77020 (note: GSM1617847–GSM1617849 and GSM2042608–GSM2042610 are duplicates and represent the same samples), and GSE66242 (note: 9 goat samples derived from individuals sampled at 2000-meter altitude were not included in this study). The resequencing data for 7 individuals was deposited in the NCBI sequence read archive (SRA) under accession number SRP096151. Supporting data are also available via the *GigaScience* database, *Giga*DB (GigaDB, RRID:SCR_004002) [23].

## Additional files

Supplementary figures and tables are provided as Additional files 1–4.

## Ethics statement

All studies involving animals were conducted according to Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004). All experimental procedures and sample collection methods in this study were approved by the Institutional Animal Care and Use Committee of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-B20121406. Animals were allowed free access to food and water under normal conditions and were humanely sacrificed, as necessary, to ameliorate suffering.

## Competing interests

The authors declare that they have no competing interests.

## Funding

This work was supported by grants from the National High Technology Research and Development Program of China (863 Program; 2013AA102502), the National Natural Science Foundation of China (31402046, 31522055, 31601918, 31530073, 31472081, and 31772576), the Science and Technology Support Program of Sichuan (2016NYZ0042), the Youth Science Fund of Sichuan (2017JQ0011), the China Postdoctoral Science Foundation (2015M572486), China Agriculture Research System (CARS-36), the Program for Innovative Research Team of Sichuan Province (2015TD0012), the Program for Pig Industry Technology System Innovation Team of Sichuan Province (SCCXTD-005), the Project of Sichuan Education Department (15ZA0008, 15ZA0003, 16ZA0025, and 16ZB0037), the National Program for Support of Top-notch Young Professionals, and the Young Scholars of the Yangtze River.

## Author contributions

M.Z.L., Q.Z.T., Y.R.G., and X.W.L. designed and supervised the project. J.Q.G., T.D.C., S.L.H., Y.L., X.M.Y., X.T., Z.J.Z., X.H.C., D.Y.L., X.L.L., and X.B.L. collected the data. L.J., R.L., J.L., K.R.L., S.L.T., G.S.W., J.D.M., X.W., M.M.M., and A.A.J. generated the data. Q.Z.T. and M.Z.L. performed the bioinformatics analyses. Q.Z.T. and M.Z.L. wrote the manuscript. X.M.Z. and V.N.G. revised the manuscript.

## Supplementary Material

GIGA-D-17-00037_Original-Submission.pdf Click here for additional data file.

GIGA-D-17-00037_Revision-1.pdf Click here for additional data file.

GIGA-D-17-00037_Revision-2.pdf Click here for additional data file.

Response-to-Reviewer-Comments_Original-Submission.pdf Click here for additional data file.

Response-to-Reviewer-Comments_Revision-1.pdf Click here for additional data file.

Reviewer-1-Report-(Original-Submission).pdf Click here for additional data file.

Reviewer-1-Report-(Revision-1).pdf Click here for additional data file.

Reviewer-2-Report-(Original-Submission).pdf Click here for additional data file.

Reviewer-2-Report-(Revision-1).pdf Click here for additional data file.

Additional file 1 Click here for additional data file.

Additional file 2 Click here for additional data file.

Additional file 3 Click here for additional data file.

Additional file 4 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

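Expression was measured by RNA-seq in 6 tissues of 5 species, each with a population from high and a population from low altitude (yak and cattle being taken as a pair). The authors mapped reads with TopHat 2.0.11 and made FPKM values with Cufflinks 2.2.1, and the deposited values were read as FPKM and log2-transformed after adding 1. Of 180 samples, 138 are in the deposited tables used here, each in a column matched by name. The other 42 samples, and with them 11 of the 30 comparisons, were not analysed here. The paper gives the amount of sequence in all and as a mean per sample, and refers to a supplementary table for single samples, which was not analysed here. The tables do not give read counts, so depth entered no test. The paper was searched for how values were scaled between samples without a statement being found.

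The share of expressed genes was counted per sample as genes above 0.5 FPKM among the genes in the table of the species. The annotated genes that the paper counts were tried as another denominator after values had been seen, and for a time served as the reported value, before the genes in the table were restored because the design had set them. Correlations, clustering, principal components and PVCA used genes above 0.5 FPKM in more than 80% of the samples of a species. PVCA was written for this purpose with lme4 1.1.37 in R 4.3.3, with components up to 0.6 of the variance and at least 3. It was tested on simulated data, where it overstated tissue and understated the residual. Clusters were checked with 100 bootstraps over genes.

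DEGs were called with limma 3.58.1 (linear model, empirical Bayes with trend) within each species and tissue, 3 samples against 3, on genes with a mean above 0.5 FPKM, at a Benjamini-Hochberg adjusted p of at most 0.05. The interaction of altitude and tissue was tested with an F-test in limma over all tissues of a species held from both altitudes, at the same threshold. Its comparison with other divisions was first run on 100 separate divisions within tissues, and was replaced by the 10 divisions of replicate numbers that had been set in advance. Gene lists were tested in pig with camera at a preset correlation of 0.01 and with fry. Both models were tested on simulated data with 200 changed genes.

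The alternatives tried were a pseudocount of 0.1, no filter on low values, median-ratio scaling, all tissues of a species in a common fit, replicate numbers as blocks, other thresholds of 1 and 0.1 FPKM, Spearman's correlation, PVCA components up to 0.8 of the variance or without interactions, fry in place of camera, and leaving out each sample or replicate number. Those added later were the average of a pair of closely alike cattle spleens, PVCA on tissues with both altitudes, the share over annotated genes, and single samples of a tissue left out of the F-test.

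The named genes were chosen by a rule set in advance. For each species with several comparisons, they are up to 3 genes called in the same direction in the most tissues, with ties broken by the mean absolute log2 fold change. For goat, they are the called genes with the largest rise and the largest fall. Genes of the 3 gene lists called in 2 or more comparisons would also have been named, and there were 0. The pig genes that the readable part of Additional file 3 lists in all 5 species complete the rule. Where the files pair identifiers with no names, at most 2 rising and 2 falling identifiers per species are printed.

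Trees, proportions of species and shared DEGs between species were left out, because the tables do not link genes between species. Alternative splicing was not analysed here.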

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

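Leaving single samples of a tissue out of the F-test below was chosen after its counts had been seen, while leaving out a replicate number in all tissues was set in advance. The form of the other divisions of the samples was set in advance, but it was run only after a different form had been tried.

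In each of the 4 species with several tissues from both altitudes in the tables, a set of genes had an effect of altitude that differed between tissues, by an F-test of the interaction of altitude and tissue in limma with an adjusted p of at most 0.05. These were 234 of 12313 genes in chicken, 147 of 14819 in pig, 3004 of 14034 in cattle/yak and 717 of 14206 in sheep. The paper compares altitudes within each tissue and does not report a test of this difference. On simulated data the test recovered 87.5% to 91.5% of 4-fold changes confined to 1 tissue and called 0 of 200 changes shared by all tissues, with 11 to 19 other false calls. The shared changes were made equal on the log2(FPKM + 1) scale that the test itself uses. A change shared as a ratio of FPKM values can differ between tissues on that scale. It was not simulated, so the 0 calls do not cover it. The paper took all tissues from the same animals, which the F-test ignores. With each combination of altitude and replicate number as a block, which stands for the animal only if the numbers follow animals across tissues, the counts were 353 in chicken, 374 in pig, 2945 in cattle/yak and 546 in sheep.

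Single samples carry part of these counts. In chicken, the count rose to 2272 without the muscle of high-altitude chicken 1, and fell to 141 without the lung of high-altitude chicken 3 and to 147 without the spleen of low-altitude chicken 3. In pig, it rose to 669 without the lung of low-altitude pig 2 and to 359 without the liver of high-altitude pig 2. In sheep, it rose to 1614 without the spleen of low-altitude sheep 2, and fell to 417 without the spleen of high-altitude sheep 1, and to 429 and 441 without the spleens of low-altitude sheep 1 and 3. In cattle/yak, each sample left out kept the count between 2189 and 3508. Leaving out a replicate number in all tissues, as set in advance, lowered the cattle/yak count to between 395 and 1876. Under that setting the counts were 21 to 1012 in chicken, 36 to 278 in pig and 93 to 777 in sheep.

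The real groups were compared with the 10 divisions of the 6 replicate numbers into 3 and 3, moved together in all tissues. In each species, 1 of 10 divisions, the real groups, gave as many genes, and the largest number from another division was 123 in chicken, 48 in pig, 1 in cattle/yak and 2 in sheep. With 10 divisions the share cannot fall under 0.1, so chance cannot be excluded by this test. The form tried first divided each tissue on its own, and of 100 such divisions 10 gave as many genes in chicken, 2 in pig and 1, the real groups, in cattle/yak and in sheep. The largest number from another such division was 2238 in chicken, 202 in pig, 1905 in cattle/yak and 590 in sheep. The form tried first was replaced because the other form had been set in advance. It also breaks up the tissues of an animal and turns an effect shared by tissues into a difference between them. Scaling of the samples within each tissue is not the whole source of the pattern, since with median-ratio scaling the test still called 269 genes in chicken, 202 in pig, 2762 in cattle/yak and 921 in sheep. A pseudocount of 0.1, which gives more weight to low values, lowered the counts to 53 in chicken, 63 in pig and 356 in sheep, so the counts outside cattle/yak depend on how low values are weighted. A response to altitude that differs between tissues stays open and was not tested further, as do differences in cell makeup between samples of a tissue. In cattle/yak, altitude cannot be parted from the difference between the species.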

How the results depend on the processing

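The alternatives were fixed before the data were examined, apart from 4 that were chosen after values had been seen: the share over annotated genes, the PVCA on tissues held from both altitudes, the average of cattle spleens 1 and 2, and leaving single samples of a tissue out of the test of altitude effects that differ between tissues. The cause of a change under another setting was not tested unless stated.

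The share of genes above 0.5 FPKM falls with a higher threshold by construction. At 1 FPKM it was 65.0% in chicken, 54.5% in pig, 58.6% in cattle/yak, 55.1% in sheep, 61.5% in goat and 58.9% on average. At 0.1 FPKM these shares were 80.5%, 68.9%, 72.0%, 69.1%, 73.8% and 72.9%. Counting genes whose mean over the samples of the species was above 0.5 gave 79.5%, 68.6%, 71.6%, 69.4%, 72.3% and 72.3%. Over the annotated genes, goat had 52.7% and the average was 61.4%, because genes missing from the goat table then count as not expressed. Leaving out a replicate number moved no share by as much as the spread between replicates.

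Pearson's r between tissues and between replicates stayed within the SD of its groups under every alternative run, while r between altitudes rose to 0.971 without the filter. The PVCA proportions of tissue and altitude over the 5 species moved by less than their SD over species under every alternative run for all 5. When tissues held from high altitude only were left out, which leaves 4 species, tissue had 0.931 and altitude 0.0513, against 0.985 ± 0.00791 (SD over species) and 0.00206 ± 0.00171 for these 4 species with all tissues. This leaves cattle/yak and sheep with 3 tissues for at least 3 components, so the change cannot be put down to confounded tissues alone. The clusters of single tissues, and the pairs heart and muscle, lung and spleen, and kidney and liver, were found in the same numbers under every alternative run. The number of species in which striated muscle joined lung and spleen first rose from 1 to 4 without the filter. The number with kidney and liver joining lung and spleen first lay between 0 and 1 with a replicate number left out, and the number of tissues divided by altitude between 7 and 16. The cause was not tested.

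The number of DEGs stayed within 1.5 times in 17 of 19 comparisons with a pseudocount of 0.1, in 7 without the filter, in 9 with median-ratio scaling, in 3 with all tissues in a common fit and in 3 with replicate numbers as blocks. With a pseudocount of 0.1, the counts that moved were 0 in pig muscle and 2 in goat spleen. Without the filter, more genes are tested and the counts were 3 in chicken kidney, 3 in chicken liver, 1 in chicken lung, 7 in chicken spleen, 1 in pig heart, 0 in pig kidney, 1 in pig liver, 0 in pig muscle, 667 in cattle/yak muscle, 19 in sheep lung, 2 in sheep muscle and 2 in goat spleen. Median-ratio scaling gave 508 in chicken heart, 1 in chicken kidney, 12 in chicken liver, 2 in chicken lung, 20 in chicken spleen, 3 in pig heart, 20 in pig liver, 746 in cattle/yak muscle, 19 in sheep muscle and 2 in goat spleen. The common fit of all tissues gave 411 in chicken kidney, 593 in chicken liver, 568 in chicken lung, 188 in chicken muscle, 439 in chicken spleen, 24 in pig heart, 74 in pig kidney, 1472 in pig liver, 476 in pig lung, 186 in pig muscle, 191 in pig spleen, 4081 in cattle/yak muscle, 517 in sheep lung, 991 in sheep muscle, 1855 in sheep spleen and 232 in goat spleen. Replicate numbers as blocks gave 841 in chicken heart, 1 in chicken kidney, 137 in chicken liver, 0 in chicken lung, 4 in chicken spleen, 1 in pig heart, 0 in pig kidney, 1 in pig lung, 0 in pig muscle, 1 in pig spleen, 935 in cattle/yak muscle, 440 in cattle/yak spleen, 0 in sheep lung, 23 in sheep muscle, 85 in sheep spleen and 0 in goat spleen. Cattle spleens 1 and 2 averaged gave 228 in cattle/yak spleen, with fewer samples. The cause of the other changes was not tested.

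Mean numbers of DEGs, taken over every comparison held, were 278 for chicken, 2.33 for pig, 1624 for cattle/yak, 205 for sheep, 5 for goat, 763 for heart, 35 for kidney, 17.5 for liver, 642 for lung, 364 for muscle, 303 for spleen and 378 over all. Those that moved became 2 for goat with a pseudocount of 0.1, 129 for sheep, 2 for goat, 1.5 for kidney, 2 for liver and 167 for muscle without the filter, 90.5 for chicken, 5.33 for pig, 2 for goat, 256 for heart, 1 for kidney and 192 for muscle with scaling, 575 for chicken, 404 for pig, 2540 for cattle/yak, 1121 for sheep, 232 for goat, 243 for kidney, 1033 for liver, 968 for lung, 1362 for muscle, 789 for spleen and 899.5 over all comparisons in the common fit, and 164 for chicken, 0.5 for pig, 36 for sheep, 0 for goat, 421 for heart, 0.5 for kidney, 68.5 for liver, 240 for muscle, 106 for spleen and 230 over all comparisons with blocks. The means for heart, kidney and liver cover chicken and pig, those for lung and muscle 4 species and that for spleen 5.

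Genes whose altitude effect differed between tissues numbered 53 in chicken, 63 in pig and 356 in sheep with a pseudocount of 0.1, 454 in chicken and 269 in pig without the filter, and 353 in chicken and 374 in pig with blocks. In cattle/yak the number stayed within 1.5 times under these alternatives. The correlations of fold changes between tissues moved by less than their SD over pairs of tissues.

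None of the 6 gene lists past the threshold under camera was past it under fry, with adjusted p of 0.584 for oxygen transport in liver, lung and muscle and for cholesterol biosynthesis in liver and lung, and 0.671 for hypoxia response in lung. The direction under fry was the opposite for hypoxia response in kidney (adjusted p 0.671), liver (0.592) and spleen (0.733) and for cholesterol biosynthesis in spleen (0.937), none of which was past the threshold under either test. Fry tests a list against no change and camera against the other tested genes, so their directions can differ. The median log2 fold change of all tested genes was -0.09 in kidney, -0.18 in liver and -0.11 in spleen. Median-ratio scaling moved oxygen transport in liver to 0.0501, and blocks moved oxygen transport in spleen to 0.0341. The cause of these moves was not tested.

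Leaving out a sample leaves 2 against 3. The lowest and highest numbers of DEGs were chicken heart 477 to 920, chicken kidney 0 to 14, chicken liver 7 to 137, chicken lung 0 to 60, chicken muscle 0 to 1839, chicken spleen 1 to 19, pig heart 1 to 10, pig kidney 0 to 7, pig liver 0 to 163, pig lung 1 to 13, pig muscle 0 to 4, pig spleen 1 to 13, cattle/yak lung 808 to 2837, cattle/yak muscle 107 to 1510, cattle/yak spleen 228 to 1681, sheep lung 3 to 31, sheep muscle 5 to 59, sheep spleen 51 to 2874 and goat spleen 0 to 1410. The highest count of chicken muscle came without high-altitude chicken 1, and those of goat, sheep and cattle/yak spleen without low-altitude goat 1, sheep 2 and cattle 3. With a replicate number left out throughout, the mean numbers of DEGs ranged as follows: chicken 51 to 286, pig 2.83 to 31.5, cattle/yak 135 to 714, sheep 10 to 548, goat 0 to 267, heart 141 to 279, kidney 1 to 9.5, liver 1 to 80, lung 58.5 to 255, muscle 18.3 to 307, spleen 81.4 to 340 and all comparisons 133 to 163. The numbers of genes whose altitude effect differed between tissues ranged as follows: chicken 21 to 1012, pig 36 to 278, cattle/yak 395 to 1876 and sheep 93 to 777. With single samples of a tissue left out, they were chicken 141 to 2272, pig 102 to 669, cattle/yak 2189 to 3508 and sheep 417 to 1614.

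The fold changes of the named genes were recomputed 490 times, and 379 stayed on the same side of the threshold, 110 were no longer called, 1 became called and 0 changed direction. Replicate numbers were tried as blocks, although they do not pair the samples: in 0 of 19 comparisons did samples with the same number correlate by over 0.1 for every number (the correlations ran from -0.350 to 0.336, with a median of 0.0161). The alternatives for trees, for shared DEGs between species and for proportions of species were not run, because the tables do not link genes between species. The tables hold no counts, so how far depth limits the low values was not tested.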

Differences from the paper's values

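The paper states 24 values for measures that were also computed here, and 19 of them differ: 17 of 19 numbers of DEGs and the mean numbers for chicken and pig. Of the 19 numbers of DEGs, 18 were lower here than in the paper and 1 was higher. Numbers of DEGs were taken to differ when over 1.5 times apart, the share when also apart by more than the SD between replicates, and r when apart by more than its SD. Within these limits lay 1521 DEGs in chicken heart against the paper's 1283, 2460 in cattle/yak lung against the paper's 3092, and r of 0.955 between altitudes and 0.693 between tissues against the paper's 0.95 and 0.67. Chicken heart falls outside with scaling (508), with blocks (841) and without high-altitude chicken 3 (659) or low-altitude chickens 1 (555) or 2 (477). Cattle/yak lung falls outside with blocks (1910) and without yaks 1 (1429) or 2 (1001) or cattle 1 (928) or 3 (808). Both r values fall outside without the filter (0.971 and 0.764). The r values are also not alike in kind. The paper compares expression over single-copy orthologues in all its samples, and describes r across the samples of both populations. Here r uses all filtered genes of each species, and between altitudes only high-low pairs in 19 comparisons. The share of expressed genes, 64.0% against the paper's 61.2%, is apart by more than the SD between replicates of 0.926 points. It is not counted as differing only because of the limit of 1.5 times, which no setting that was run came near. The share over annotated genes, 61.4%, lies nearest to the paper's 61.2%, and it was chosen after the values had been seen.

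In chicken, the numbers of DEGs were 69 in chicken kidney against the paper's 748, 35 in chicken liver against the paper's 613, 8 in chicken lung against the paper's 1072, 0 in chicken muscle against the paper's 177 and 36 in chicken spleen against the paper's 984. In the fit of all tissues together, 593 in liver and 188 in muscle no longer differ from the paper's values. Kidney, lung and spleen differ under each of the 11 alternatives set before the data were examined, and liver and muscle under the other 10.

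In pig, they were 5 in pig heart against the paper's 206, 1 in pig kidney against the paper's 532, 0 in pig liver against the paper's 1199, 2 in pig lung against the paper's 426, 1 in pig muscle against the paper's 385 and 5 in pig spleen against the paper's 994. In the fit of all tissues together, 1472 in liver and 476 in lung no longer differ. Heart, kidney, muscle and spleen differ under each of the 11 alternatives, and liver and lung under the other 10. That fit also calls pig genes that the readable part of the paper's Additional file 3 lists: 10 of 86 in heart, 20 of 188 in kidney and 104 of 192 in liver, while it calls 24, 74 and 1472 genes in all. With median-ratio scaling, 4 of the 192 listed liver genes are called. Without high-altitude pig 2, 18 are called in liver, and 2 without low-altitude pig 1. In heart, 1 listed gene is called with all samples, 2 without high-altitude pig 1 and 3 without low-altitude pig 1. In kidney, 1 is called without high-altitude pig 1.

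In cattle/yak, they were 1444 in cattle/yak muscle against the paper's 2403 and 967 in cattle/yak spleen against the paper's 2268. Muscle differs under each of the 11 alternatives. Without low-altitude cattle 3, the 1681 DEGs in spleen no longer differ, and spleen differs under the other 10.

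In sheep, they were 99 in sheep lung against the paper's 1829, 12 in sheep muscle against the paper's 1079 and 504 in sheep spleen against the paper's 2356. In the fit of all tissues together, 991 in muscle and 1855 in spleen no longer differ, nor do the 2874 in spleen without low-altitude sheep 2. Lung differs under each of the 11 alternatives, muscle under the other 10 and spleen under the other 9. In goat, the number was 5 in goat spleen against the paper's 1269. Without low-altitude goat 1, the 1410 DEGs no longer differ, and they differ under the other 10 alternatives.

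The mean over 6 tissues was 278 DEGs in chicken against the paper's 812, and 2.33 in pig against the paper's 623. In the fit of all tissues together, the chicken mean of 575 no longer differs, while it differs under the other 7 alternatives. The pig mean differs under each of its 8 alternatives.

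The paper places kidney first among the tissues over 5 species. Over chicken and pig, the only species for which the tables hold kidneys from both altitudes, heart ranked first here and kidney second, and the paper's own values in Table 1 for these 2 species place spleen first and kidney at rank 5 of 6. In the paper's clustering over all species, striated muscle and the vessel-rich tissues lie closer to each other than to the metabolic tissues. Within species, this order was found here in 1 of 4 species with the filter and in 4 of 4 without it. The paper's ranking of cattle/yak above the other pairs was also found here over lung, muscle and spleen, with a mean of 1624 against the paper's 2588 for the same tissues. Goat is not in this ranking, because the tables allow only its spleen. With replicate number 1 left out, chicken came first (386 against 135 in cattle/yak), and with number 2 left out, sheep (548 against 374).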

Other observations

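Of the tests below, those chosen or worded only after the result was seen were equal values in chicken muscle, lower genes in chicken muscle, unscaled and scaled, scaling and direction in chicken, losses of yak reads, equal values in cattle spleens, the comparison with the other chicken muscles, and the fold changes of Additional file 3. The limits for the kidney genes in chicken muscle and for the highest genes in chicken heart were also reset after their values had been seen.

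The muscle of high-altitude chicken 1 had an r of 0.991 with the muscle of low-altitude chicken 1, and 0.897 and 0.894 with those of high-altitude chickens 2 and 3. Without it, 1839 DEGs were called in muscle, against 0 with all samples and a highest number of 0 with any of the other 5 samples left out (limma; 60 to 451 genes at an unadjusted p under 0.05), so fewer samples alone do not give this rise. It is not the same column of values as low-altitude chicken muscle 1, since 0% of genes above 0 had equal values. The same muscle sequenced again would also give unequal values and stays open, as the r of 0.991 is above those between low-altitude muscles (0.966 to 0.977). RNA of another organ in high-altitude muscles 2 and 3 is argued against in high-altitude chicken 2, whose kidney-abundant genes reached a median of 0.0270% of their level in kidney. High-altitude chicken 3 alone reached 0.785%, and the mean of both rose above the low-altitude muscles by 0.334%, so a trace of kidney RNA in that sample stays open. Of the DEGs found without high-altitude chicken 1, 81.2% were lower, which by itself decides nothing, because added RNA lowers all other FPKM values. With median-ratio scaling, 65.5% of 1904 DEGs were lower, which does not decide it either, because scaling centres the fold changes. Another muscle or fibre makeup was tested only with heart as a stand-in, and the difference of muscles 2 and 3 followed that of heart with an r of 0.0192 across genes, against 0.0917 for kidney, 0.0260 for liver, -0.0954 for lung and -0.214 for spleen. Heart is an assumed profile, so another fibre makeup stays open. A wrong label was tested with 23 genes, all lower at high altitude in each of the 5 other tissues by a mean log2 difference of at least 1. Signed so that the high-altitude level is positive, their median in muscle was -0.70 in high-altitude chicken 1, against 2.40 and 2.18 in high-altitude chickens 2 and 3, and -0.28, 0.47 and -0.22 in the low-altitude muscles. Its value lies below all 3 low-altitude muscles, farther from the high-altitude level. A candidate explanation is therefore that this sample is a low-altitude muscle under a high-altitude label. No low-altitude muscle took a high-altitude level, so a swap within these 6 samples is not seen. In the 5 other tissues, samples numbered 1 at high altitude had medians from 0.87 in liver to 1.91 in heart, but these genes were chosen on those tissues. A difference between animals stays open.

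The spleen of low-altitude goat 1 had an r of 0.962 with that of high-altitude goat 1, and 0.939 and 0.904 with those of low-altitude goats 2 and 3. Without it, 1410 DEGs were called in place of 5. With median-ratio scaling the number without it was 929, against 2 with all samples, so scaling is not the whole cause. RNA of liver or kidney in low-altitude spleens 2 and 3 is argued against by liver- and kidney-abundant genes, whose largest median share was 0.0401% of the level in the organ. A wrong label, a difference between animals or a different state of the spleen stays open, since the tables hold no other goat tissue from both altitudes.

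The spleen of low-altitude sheep 2 had an r of 0.924 and 0.915 with those of low-altitude sheep 1 and 3, which had 0.966 with each other. It had a higher r with each of the high-altitude spleens (0.929, 0.939 and 0.947). Without it, 2874 DEGs were called in place of 504, and 3021 in place of 461 with median-ratio scaling, so scaling is not the whole cause. Genes abundant in heart, kidney, liver, lung or muscle had a largest median share of 0% of their level in that tissue, which argues against RNA of those tissues. A wrong label and a difference between animals stay open and were not tested.

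Of the DEGs in chicken, summed over tissues, 3.48% were higher at high altitude. With median-ratio scaling the percentage was 19.0%, so part of the imbalance moves with scaling and most of the called genes were still lower. The test first asked only whether the 10 highest genes took a larger percentage of the summed FPKM at high altitude, and they did in 5 of 6 tissues, by 2.27 points in kidney, 2.94 in liver, 6.12 in lung and 1.47 in spleen, with -5.60 in muscle. A few genes taking more of the signal is argued against by size in heart, which holds most of the DEGs. In muscle, where no DEG was called, the 10 highest genes took 22.6% ± 2.48 (SD) at high and 28.2% ± 1.60 at low altitude. These values argue against it there too, and it stays open in kidney, liver, lung and spleen. In heart the 10 highest genes took 0.0233 percentage points more of the summed FPKM at high than at low altitude. To lower the median gene as far, the other genes would have to lose 16.1% of their share. An effect of altitude or of population stays open, and the design holds 1 population at each altitude, so they were not separated.

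Over lung, muscle and spleen, cattle and yak differed in more genes than the pairs of chicken, pig and sheep. Goat was not ranked. Without replicate number 1, chicken came first (386 against 135), and without number 2, sheep (548 against 374). Of the cattle/yak DEGs, summed over lung, muscle and spleen, 35.6% were lower in yak, and 49.1% with median-ratio scaling. This does not decide whether yak reads were lost on the cattle genome, because FPKM values are relative to the mapped reads and scaling centres the fold changes, so lost reads stay open. The genes above 5 FPKM in cattle and under 0.1 in yak in every tissue numbered 0, as did the reverse. The spleens of cattle 1 and 2 differed by a median of 0.0725 on the log2 scale (4074 genes), against 0.122 in the next pair. They are not the same column of values, since 0 genes above 0 had equal values, but the same library or animal sequenced again would also give unequal values and stays open. Averaging them lowered the DEGs in spleen from 967 to 228. Whether closely alike samples raise the count there cannot be told apart from the loss of a sample, because leaving out cattle 1 or cattle 2 gave 247 and 228. Leaving out cattle 3, which keeps the pair, gave 1681, and leaving out yaks 1, 2 and 3 gave 667, 660 and 424, so no other sample lowered the count as far. In muscle, without such a pair, leaving out a single sample gave 107 to 1510, so falls of this size also occur without it. The divergence of yak and cattle, which the paper names, is a biological explanation that was not tested.

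For each of the 19 comparisons, the 6 samples were divided into 3 and 3 in all 10 ways. The real groups alone gave as many DEGs (1 of 10) in chicken heart, kidney, liver, lung and spleen, in pig heart and spleen, in each comparison of cattle/yak and sheep, and in goat spleen. As many or more were found in 4 of 10 divisions in pig kidney, 3 in pig lung and 7 in pig muscle, and in 10 of 10 in chicken muscle and pig liver, where limma called 0 DEGs and 368 and 2253 genes had an unadjusted p under 0.05. With 10 divisions the share cannot be under 0.1, so chance cannot be excluded by this test in any comparison. In chicken muscle, the division that groups high-altitude chicken 1 with low-altitude chickens 1 and 3 gave 462 genes.

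The readable part of the paper's Additional file 3 lists pig genes in heart, kidney and liver with the paper's fold changes. It holds 86, 188 and 192 of them, where the paper counts 206, 532 and 1199 DEGs. The sign was the same for 100% of the 466 genes in the FPKM values, but these genes were called by the paper from the same samples, so the test decides nothing about the lower numbers of DEGs here. Their size had a median of 1.02 of the paper's log2 value over all listed genes, with 0.978 in heart, 1.08 in kidney and 0.919 in liver. The pooled median thus covers tissues that went opposite ways. The percentage of genes within 0.1 on the log2 scale was 88.4% in heart, 48.9% in kidney and 1.56% in liver. The paper's values were higher by a median of 0.10 in kidney and 0.22 in liver. Judged by the median absolute difference of 0.110, against a limit of 0.1 that was tried first, the size would count as different. At an unadjusted p under 0.05, 327 of 462 tested genes passed in limma, and 1 was called. All 13 genes that this part lists as differentially expressed in all 5 species, whose values in the paper had been seen, had the same sign here and 0 were called, with a lowest adjusted p of 0.289 for SQLE in liver (log2 fold change 1.08, SE 0.50). ATF3 in heart was called without low-altitude pig 1, with a log2 fold change of -2.06 with all samples and -3.16 without it. None of the genes of the 3 lists of gene categories was called in 2 or more comparisons.

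Fold changes between altitudes correlated across genes between tissues of the same species, with a mean r of 0.338 ± 0.0872 (SD over 15 pairs of tissues) in chicken, 0.218 ± 0.119 (15 pairs) in pig, 0.402 ± 0.113 (3 pairs) in cattle/yak and 0.287 ± 0.111 (3 pairs) in sheep. Genes are not independent replicates, and the tissues come from the same animals, so differences between animals that all tissues share were not separated from altitude. The pair with the highest r was liver and spleen in pig, at 0.522.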
